# MicroRNA profiling in bovine serum according to the stage of *Mycobacterium avium* subsp. *paratuberculosis* infection

**DOI:** 10.1371/journal.pone.0259539

**Published:** 2021-11-04

**Authors:** Sung-Woon Choi, Suji Kim, Hong-Tae Park, Hyun-Eui Park, Jeong-Soo Choi, Han Sang Yoo

## Abstract

*Mycobacterium avium* subsp. *paratuberculosis* (MAP) is the causative agent of Johne’s disease (JD), and it causes diarrhea and weakness in cattle. During a long subclinical stage, infected animals without clinical signs shed pathogens through feces. For this reason, the diagnosis of JD during the subclinical stage is very important. Circulating miRNAs are attracting attention as useful biomarkers in various veterinary diseases because of their expression changes depending on the state of the disease. Based on current knowledge, circulating miRNAs extracted from bovine serum were used to develop a diagnostic tool for JD. In this study, the animals were divided into 4 groups according to fecal shedding, the presence of antibodies, and clinical signs. Gene expression was analyzed by performing miRNA sequencing for each group, and it was identified that the miRNA expression changed more as the MAP infection progressed. The eight miRNAs that were differentially expressed in all infected groups were selected as biomarker candidates based on their significant differences compared to the control group. These biomarker candidates were validated by qRT-PCR. Considering the sequencing data, two upregulated miRNAs and two downregulated miRNAs showed the same trend in the validation results. Network analysis was also conducted and the results showed that mRNAs (*IL-10*, *TGF-β1*) associated with regulatory T cells were predicted to be activated in the subclinical stage. Taken together, our data suggest that two miRNAs (bta-miR-374b, bta-miR-2887) may play major roles in the immune response to MAP infection during the subclinical stage.

## Introduction

*Mycobacterium avium* subsp. *paratuberculosis* (MAP) is the causative agent of paratuberculosis (PTB) or Johne’s disease (JD), which is a chronic infectious disease characterized by persistent diarrhea and debilitation in cattle [1–3]. Before clinical symptoms develop, it causes a great loss to the livestock industry due to a decline in milk production and the reproduction rate [4]. MAP, which is generally known to cause disease in ruminants, is also associated with various autoimmune diseases in humans [5]. Crohn’s disease (CD), a chronic inflammatory bowel disease, continues to be debated due to its similarity to JD [6]. Given this, MAP is considered to be important as a potential zoonotic agent.

According to the clinical signs and MAP excretion, there are four stages: silent, subclinical, clinical and advanced [1]. During a long subclinical stage, infected animals excrete small amounts of MAP in their feces without clinical signs. Once contaminated with MAP, most of their cohabitating livestock are infected, making the disease difficult to eradicate [3]. Therefore, it is important to diagnose JD during the subclinical stage, but current diagnostic methods such as serum ELISA and fecal PCR tests are not accurate for diagnosis [7–9]. As a result, a reliable early diagnostic tool for JD is essential. Recently, attempts have been made to overcome the difficulty of diagnosing MAP in the subclinical stage. Differentially expressed serum proteins were identified by proteomic profiling and ELISA was performed to discover a potential novel biomarker called A2M [10]. There was also a study using the NanoString nCounter technology that suggested a combination of four miRNAs that are distinguished from the negative control group as biomarkers according to the severity of JD [11].

MicroRNAs are noncoding RNA molecules consisting of approximately 22 nucleotides that regulate mRNA expression and have roles in posttranscriptional control [12,13]. Since these roles are closely linked to the causes of diseases, they are now being studied extensively in human and veterinary medicine [14,15]. Circulating miRNAs in serum, plasma or other body fluids are highly conserved and protected from the endogenous activity of RNases [16]. Additionally, the use of a combination of miRNAs is a noninvasive method [17] and could be used to monitor disease progression, as circulating miRNAs vary in their expression levels depending on the status of the disease [18–20]. These features make miRNAs potential diagnostic biomarkers for various types of diseases [21–24] and have recently attracted attention as a potential solution for MAP diagnosis. In this regard, attempts have been undertaken to develop diagnostic biomarkers by extracting microRNA from the serum, whole blood, and feces of JD-infected cattle [18,25,26]. A previous study on miRNA extraction from serum suggested biomarkers by comparing the IFN-gamma positive group, which were experimentally infected MAP with the negative group [25]. Another previous study on miRNAs extracted from whole blood and feces compared one MAP-infected group with a negative control group [18,26]. Therefore, this study suggested the early diagnostic biomarkers of JD according to the infection stage by the results of ELISA, PCR, and clinical signs.

MAP is an intracellular pathogen and it resides in host macrophages. In MAP-infected macrophages, apoptosis is suppressed, thus limiting bacterial destruction and enhancing their survival [27]. In response to MAP infection, the Th1 immune response begins with proinflammatory cytokines. As it progresses to the clinical stage, the Th1 immune response decreases, and the Th2 immune response becomes predominant. At this point, the activity of anti-inflammatory cytokines appears [28,29]. The exact mechanism of this immune shift is unknown, but the speculative possibility is a population of regulatory T cells (Tregs). Tregs suppress immune responses, and the interferon-gamma reduction that occurs during subclinical to clinical progression is caused by Tregs limiting the response of effector T cells [27,30]. To develop an early diagnosis of JD, it is necessary to identify the immune response that changes according to the infection status and related factors.

In this study, we purified miRNA from bovine serum and conducted miRNA sequencing to analyze differentially expressed miRNAs of the MAP-infected group compared to the negative controls. According to the JD stages, we identified the changes in the profile of the miRNAs and the immune response that occurs when they are infected through the network between miRNAs and related genes. We confirmed the potential of miRNAs as biomarkers for the early diagnosis of JD.

## Materials and methods

### Experimental animals and serum samples

Cattle were screened from several farms in Chungcheongnam and Gangwon provinces of South Korea from 2013 to 2019 for the diagnosis of JD. A total of 298 serum samples were obtained during this period [31], and the samples selected according to the previously described criteria were used in this experiment, including miRNA analysis and validation. First, for the small RNA sequencing of miRNA in serum samples, we divided the animals into four groups and selected experimental samples based on fecal MAP PCR, serum ELISA, and clinical signs. Group A (n = 4) was PCR- and ELISA-positive and showed clinical signs; Group B (n = 8) was also PCR- and ELISA-positive but showed no clinical signs; Group C (n = 8) was only PCR-positive; and Group D (n = 8) was used as a control in this study. These samples were pooled for sequencing analysis. Specifically, the serum of the cows in Group A was collected before death due to severe clinical symptoms, and Group C was defined as an early subclinical infection stage with positive fecal shedding. Next, experiments to validate the miRNA-sequencing results were grouped according to the above criteria, but the number of samples was different. The number of samples in Group A (n = 4) was the same, and Groups B (n = 11), C (n = 28), and D (n = 46) added samples for validation by real-time PCR, including those used for sequencing. The mGITC/SC method [32] was used for DNA extraction from animal feces, and real-time PCR was conducted to detect a combination of IS900 and IS*MAP*02 amplification [33]. Next, the results of the serum ELISA were obtained by using a commercial ELISA kit (IDEXX Laboratories, Inc., USA). The naturally infected cows with symptoms showed persistent diarrhea and weight loss, which eventually led to death. Following the study, the cattle in group A were led to death, while the cattle in the other groups were managed in isolation from their respective farms. This study was conducted in strict accordance with the guidelines of the Institutional Animal Use and Care Committee of the National Institute of Animal Science. The protocol was approved by the Institutional Animal Use and Care Committee of the National Institute of Animal Science (2013–046) and the Animal Ethics Committee of Seoul National University (SNU-200525-4).

### RNA extraction

Total RNA was extracted from bovine serum using the miRNeasy Serum/Plasma Kit (Qiagen, Germany) according to the manufacturer’s instructions with a few modifications. Two hundred microliters of individual bovine serum was used and finally eluted in 14 μl RNase-free water. The total RNA was then measured using a Nanodrop ND-1000 instrument (Thermo Fisher Scientific, MA, USA).

### Small RNA sequencing

The libraries were prepared with the NEXTflex Small RNA-Seq Kit for 50 bp single-end sequencing. (Bio Scientific Corp.). More precisely, small RNA molecules were isolated from 1 μg of total RNA through ligature of the adapter, and the isolated small RNAs were synthesized into single-stranded cDNAs through reverse transcription priming. Double-stranded cDNA was prepared by PCR and applied as a template for the synthesis of the second strand, and fragments of approximately 150 bp were isolated for sequencing using an electrophoresis gel for size selection. The quality of these cDNA libraries was assessed using the Agilent 2100 BioAnalyzer (Agilent, CA, USA) followed by quantification with the KAPA library quantification kit (Kapa Biosystems, MA, USA), in accordance with the manufacturer’s protocol. After cluster amplification of denatured templates, sequencing was performed with paired-end sequencing (150 bp) using an Illumina NovaSeq 6000 (Illumina, CA, USA).

### miRNA-seq data analysis

Low-quality reads were trimmed or filtered for bases with a quality score of less than 20 and a read length of less than 17 bp, which was conducted with the help of the Cutadapt tool [34]. Filtered reads were mapped to the reference genome of the relevant species using the aligner Bowtie [35], and then variant calling in the miRNA seed region was performed. Variant calling was conducted in the miRNA seed region using GATK to look for variations [36], and the maximum depth threshold in the region was set to 1,000 using the dcov option. The expression level of miRNA was assessed with mirdeep2 [37] using the species’ gene annotation database, as well as hairpin and mature miRNA sequence information obtained from miRBase [38], and all of the parameters were set to default values. For the analysis of differentially expressed miRNAs (DE-miRNAs), miRNA level count data were produced using mirdep2, and DE-miRNAs were identified using the R package TCC [39] based on the computed read count data. Normalization factors were computed using the iterative DEGES/edgeR method, and the Q value was computed on the basis of the p value using the R package with default parameter settings. The DE miRNAs were identified using a q-value cutoff less than 0.05 to correct for multiple-testing errors [40]. The raw miRNA sequencing data were submitted to GEO with accession number GSE166230. Hierarchical cluster analysis (HCA) of the DE-miRNAs per group was performed by using Multi-Experimental Viewer (MeV) software version 4.9.0. and processed based on the Euclidean distance metric and average linkage clustering.

### Target prediction and network analysis

We used TargetScanHuman 7.2 (http://www.targetscan.org/vert 72/) to predict the gene targets of the selected DE-miRNAs, with the threshold set at a cumulative weighted context++ score ≤ −0.2 [41]. The PANTHER Classification System (http://pantherdb.org/) [42] was used to conduct gene ontology (GO) analyses, and the DAVID bioinformatics online tool (https://david.ncifcrf.gov/) [43] was used to perform Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses on the genes predicted by up- or downregulated selective miRNAs.

Network analysis was conducted by Ingenuity Pathway Analysis (IPA; Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) [44] software to confirm the molecules and expression patterns related to the selected miRNAs. As bovine mature miRNA has not been annotated to the IPA database, it was necessary to convert it to human mature miRNA. The sequences identified as mature miRNAs of different species were derived from the same precursor miRNAs of specific species, which were then converted into human miRNAs. Through this process, we performed a network analysis using the converted miRNAs. From the selected miRNAs, IPA showed interactions by predicting and connecting the target molecules.

### Quantitative real-time PCR for the validation of miRNA sequencing data

For first-strand cDNA synthesis, we used the miRCURY LNA RT kit (Qiagen, Germany). The total reaction volume was 10 μl, and UniSp6 RNA spike-in was included in all reactions to evaluate the cDNA synthesis. We then diluted the synthesized cDNA to 1:20 in RNase-free water. Next, qRT-PCR was performed using the miRCURY LNA SYBR^®^ Green PCR Kit (Qiagen) and a customized miRCURY LNA miRNA PCR assay (Qiagen) targeting the miRNAs detected by miRNA sequencing. The predesigned UniSp6 assay was used as an internal PCR control, and each reaction was performed on a Rotor-Gene Q real-time PCR cycler (Qiagen) starting at 95°C for 2 min, followed by 40 cycles of 95°C for 10 s and 56°C at 60 s.

Statistical analyses were performed using GraphPad Prism software version 7.00 (GraphPad Software, USA), and the results are presented as the mean with SEM of independent experiments (n = 4 for Group A, n = 11 for Group B, n = 28 for Group C, n = 46 for Group D). The relative changes in gene expression were calculated using the 2^−ΔΔCt^ method with UniSp6 as a reference gene. The fold changes are represented by the mean ratio of gene expression in Groups A, B and C compared to Group D. qRT-PCR data was analyzed using non-parametric Kruskal-Wallis test with Dunn’s post-hoc test. Statistical significance was considered as a P-value of less than 0.05.

## Results

### Identification of the differentially expressed miRNAs

Sequencing was performed and then we compared the control group (Group D) to each case group (Groups A, B and C) to identify the DE-miRNAs. 

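Serum from 4 cows of Group A and from 8 cows in each of Groups B, C and D was pooled for sequencing, and the authors deposited values for 2 pools per group. How the cows of a group were divided over its pools is not given in the sources used here, so it is not known whether the 2 pools hold different cows, and each p and SD takes them as independent. The authors trimmed the reads with Cutadapt, mapped them with Bowtie and counted them with mirdeep2 on miRBase sequences. The deposited values are RPM, reads scaled by the authors to a sum of 1000000 in each library over all listed pairs of a mature miRNA and a precursor, so they do not contain the normalization the paper applied before its own test. Divided by the value of 1 read in its library, 100% of the values above 0 were whole within 0.1 read. The totals recovered in this way were 833963 and 896815 reads in Group A, 344069 and 247700 in Group B, 338324 and 401266 in Group C, and 252289 and 258291 in Group D. One read was worth between 1.12 and 4.04 RPM, and the mean depth of Group A was 3.39 times that of Group D. Of a miRNA listed with several precursors, the pair with the most reads was used, and 6 names with the same reads as another name of their precursor were merged. After this, 437 mature miRNAs had a read in any library. The 345 miRNAs with a mean of at least 1 RPM and a value above 0 in at least 2 libraries were tested with limma on log2(RPM + 1). All 8 libraries entered 1 fit with a trend of the variance over abundance, and p was adjusted by the Benjamini-Hochberg method. With 2 pools against 2, an exact permutation test of a single comparison cannot give a two-sided p below 0.333. The fold limit of 1.5 was applied to the log2 ratio of the group means in RPM without a pseudocount. A group without a read was compared at a floor of 3 reads over both of its pools, which is 1.73 RPM in Group A, 5.07 in Group B, 4.06 in Group C and 5.88 in Group D. The floor takes the reads of the other group as exact, while counting intervals (95%) include their error. Both cover counting error only, since the reads carry no molecular identifiers in these values. The highest mean over the 8 libraries was that of bta-miR-486 (272191 RPM), followed by bta-miR-92a (127476 RPM), bta-miR-423-5p (39865 RPM), bta-miR-25 (36503 RPM) and bta-miR-30d (24426 RPM). Of the reads on mature miRNAs, bta-miR-486 took between 17.7% in Group B replicate 2 and 41.6% in Group C replicate 1.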

In this study, the log2-fold change value was used to determine whether the expression was upregulated or downregulated compared to the control group. 

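By the fold limit alone, without a test, 105 of 269 miRNAs with reads in both groups passed it in Group A, 33 higher and 72 lower. In Group B 56 of 271 passed it, 33 higher and 23 lower, and in Group C 26 of 265, 12 higher and 14 lower. In 1000 simulations of groups without any change, 95% gave 33 to 55, 26 to 47 and 28 to 49 miRNAs past the limit at the depths of Groups A, B and C. A further 16, 14 and 20 miRNAs were listed at 0 only in Groups A, B and C, and 56, 46 and 35 only in Group D, which had the shallowest libraries on average. In Group B the direction depended on the scaling. Median-ratio scaling lowered the median log2 ratio of all miRNAs in Group B from 0.45 to 0.01, and the split became 19 higher and 39 lower in Group B, 32 and 75 in Group A, and 13 and 14 in Group C. With 1 RPM added to each group mean, miRNAs at 0 entered and the split was 61 higher and 82 lower in Group A, 77 and 32 in Group B, and 43 and 33 in Group C. With the limma fold changes it was 64 and 60, 72 and 25, and 49 and 30. Without Group C replicate 2 the number past the limit in Group C was 40 (20 in each direction).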

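A moderated F test over the 3 comparisons of Groups A, B and C with Group D gave an adjusted p under 0.05 for 32 of the 345 tested miRNAs (limma with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was reached by 77 miRNAs. On the recovered reads, the joint test over the 3 comparisons called 48 miRNAs with edgeR's quasi-likelihood method and 51 with DESeq2. Without the trend of the variance limma called 0 miRNAs, with 63 at an unadjusted p under 0.05. An iterative DEGES/edgeR procedure, written after the description in the paper's methods and added after the data had been seen, called 48 of the 437 miRNAs with a read. The limma count changed when single pools were left out. It was 0 without Group A replicate 1, without Group C replicate 1 and without Group C replicate 2, where 53, 57 and 70 miRNAs had an unadjusted p under 0.05. It was 2 without Group A replicate 2, 20 without Group D replicate 2 and 23 without Group D replicate 1. Without Group B replicate 1 it rose to 41, and without Group B replicate 2 it was 32. In these fits the group left with 1 pool is assumed to vary like the other groups. Leaving out a pool also refits the variance that all groups share, on fewer libraries. A pool from outside a comparison of 2 groups changes only this variance. Without either pool of Group C, for example, the log2 fold change of bta-miR-1246 in Group A stayed at 3.52. A call lost in such a fit, here or below, does not show that the pool carried it.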

A total of 110 common DE-miRNAs were identified in all disease groups, and we decided that the miRNAs with | log2 fold change | ≥ 1.5 were significant. 

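Under both criteria, an adjusted p under 0.05 and a limma log2 fold change of 1.5 or more in size, 33 miRNAs differed between Group A and Group D, of which 12 were higher and 21 lower. In Group B 1 miRNA was higher and 1 lower. In Group C limma called 0 miRNAs under both criteria and 0 by the adjusted p alone, while 15 had an unadjusted p under 0.05 and 12 of them also passed the fold limit. By the adjusted p alone 36 miRNAs were called in Group A and 2 in Group B, and by an unadjusted p under 0.05 there were 86 and 70. Under both criteria, edgeR called 46 miRNAs in Group A (17 higher, 29 lower), 8 in Group B (all lower) and 0 in Group C, where 8 had an unadjusted p under 0.05. DESeq2 called 47, 9 and 0, with 5 in Group C at an unadjusted p under 0.05. The DEGES/edgeR procedure, which was added after the data had been seen, called 49, 3 and 0, with 8 in Group C at an unadjusted p under 0.05. The count of Group A was 4 without Group A replicate 1, 13 without Group A replicate 2, 13 without either pool of Group C, 17 without Group D replicate 1 and 15 without Group D replicate 2. The count of Group B was 0 without Group A replicate 1 or 2, Group B replicate 1, Group C replicate 1 or 2, or Group D replicate 1, and 1 without Group B replicate 2, with between 37 and 78 miRNAs at an unadjusted p under 0.05 in these fits.
By the limma fold change on log2(RPM + 1), the 3 lowest called miRNAs in Group A were bta-miR-483, bta-miR-433 and bta-miR-346. They had 0 reads in both pools of Group A, against 20, 16 and 10 reads in Group D, so their rank depends on the 1 RPM added. At a floor of 3 reads in Group A, with the Group D reads taken as exact, they were at least 22.5-fold, 18.0-fold and 11.4-fold lower, and the nearer end of the counting interval, which includes the error of the Group D reads, lies at 16.7-fold, 13.1-fold and 7.60-fold. Their adjusted p in limma was 0.0159, 0.0332 and 0.0418. The highest by the limma fold change, bta-miR-2284h-5p, had 49 reads in Group A and 0 in Group D. At the floor it was at least 4.82-fold higher (nearer end of the counting interval 3.77-fold, adjusted p = 0.0204 in limma). Next came bta-miR-1246, with 13352 ± 2228 RPM in Group A and 1344 ± 981 RPM in Group D (SD, n = 2). Its log2 fold change was 3.52 (standard error 0.57, adjusted p = 0.00122 in limma). The ratio of group means of bta-miR-1246 was 9.94-fold, above the floor bound of bta-miR-2284h-5p. The reads therefore do not settle which of these miRNAs rose more. For bta-miR-16a the log2 fold change was 2.54 (standard error 0.38, adjusted p = 0.00100 in limma). Leaving out any single pool kept the call of bta-miR-16a (largest adjusted p = 0.0447 in limma). The calls of bta-miR-483, bta-miR-433, bta-miR-346 and bta-miR-1246 were lost without Group A replicate 1 or 2 or Group C replicate 1 or 2, with adjusted p in limma between 0.0623 and 0.268. Those of bta-miR-483, bta-miR-433, bta-miR-346 and bta-miR-2284h-5p were also lost without Group D replicate 2 (between 0.0715 and 0.138), those of bta-miR-433, bta-miR-346 and bta-miR-2284h-5p without Group D replicate 1 (between 0.0582 and 0.201), and that of bta-miR-2284h-5p without Group A replicate 1 (0.144) or 2 (0.0974). In Group B bta-miR-206 was lower by a log2 fold change of -4.98 (standard error 0.74, adjusted p = 0.00508 in limma), although its Group D pools held 2612 and 399 RPM. The other call in Group B, bta-miR-339a, had a log2 fold change of 1.99 (standard error 0.34, adjusted p = 0.0113 in limma). With single pools left out, bta-miR-206 stayed called only without Group D replicate 2 (adjusted p = 0.000409 in limma, against 0.0971 to 0.183 in the other 7 fits), and bta-miR-339a in none (0.0561 to 0.183). Over all alternatives, the adjusted p reached 0.0652 for bta-miR-16a, which was called in 19 of 21, 0.223 for bta-miR-206 (12 of 21) and 0.427 for bta-miR-339a (10 of 21).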

Ninety-three miRNAs in Group A, fifty-one miRNAs in Group B and thirty miRNAs in Group C were differentially expressed, and there were more miRNAs with decreased expression levels than increased expression levels in all groups (Fig 1A). Moreover, the fold change of DE-miRNAs compared to the controls showed greater changes in miRNA expression as they progressed to the clinical stage (Fig 1B). 

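The median absolute log2 fold change over the 345 tested miRNAs, from group means of RPM + 1, was 1.24 ± 0.15 in Group A, 0.96 ± 0.10 in Group B and 0.52 ± 0.05 in Group C. The SD is over the 4 pairs of a pool of the group with a pool of Group D, which share pools and are not independent. The order of the 3 medians, with Group A highest and Group C lowest, was the same in 16 of 16 settings. The median of Group A moved most, to 2.08, over the 84 miRNAs of S2 Table, which the study chose on these samples. That of Group B moved most, to 0.77, with 5 RPM added, where the median of Group A also fell and lay only slightly above it. That of Group C moved most, to 0.67, without Group D replicate 1. With miRNAs at 0 in 1 of the groups placed at their bound, and those with 3 reads or fewer in both groups left out, the medians were 1.09 over 294 miRNAs in Group A, 0.88 over 285 in Group B and 0.47 over 271 in Group C. The Group A libraries were the deepest, and with their reads thinned to 247700, an alternative added after the data had been seen, the median of Group A was 1.30 ± 0.06 (SD, 100 thinnings). The difference in size between groups was not tested.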

The heatmap of the DE-miRNAs in each group showed that Group B tended to be more similar to Group A than Group C (Fig 2). This means that cattle with positive fecal PCR and serum ELISA were closer to the clinical stage of JD.

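The Euclidean distance between the log2 fold changes of 2 groups over the 345 miRNAs was 27.2 for Groups A and B, 29.2 for Groups A and C and 29.5 for Groups B and C. The distance of Group B to Group A was thus smaller by 2.32 than its distance to Group C, and smaller by 2.02 than the distance between Groups A and C. Neither difference was tested. The 2 pools of a group lay 20.5 apart in Group A, 36.7 in Group B, 28.6 in Group C and 35.1 in Group D. Single pools of Groups A and B lay 28.8 to 36.0 apart, those of Groups A and C 31.5 to 36.0, and those of Groups B and C 35.7 to 37.3. Over the tested miRNAs, Group B was nearer to Group A than to Group C in 14 of 16 settings. The exceptions were a minimum mean of 10 RPM, where the distance to Group C was the smaller (18.1 against 19.1 to Group A), and the fit without Group A replicate 1 (29.5 against 30.3). Group B was also nearer to Group A than Group C was in 14 of 16 settings, except without Group A replicate 1 (30.3 for Groups A and B against 29.9 for Groups A and C) and without Group B replicate 1 (32.9 against 29.2). Over the miRNAs of S2 Table, which the study chose on these samples, the group nearest to Group B depended on the setting. By the log2 ratios of the 70 with a ratio in all groups, Group B was nearer to Group C (14.1 against 15.2 to Group A). It was nearer to Group C in 11 of 15 settings and to Group A in 4. By group means of RPM + 1 over all 84, the distances were almost equal (15.84 to Group A, 15.89 to Group C). Groups A and C lay further apart, 18.4 by the ratios of the 70 and 20.3 over the 84. Across the tested miRNAs, which are not independent replicates, the limma log2 fold changes of Groups A and B had a Pearson correlation of 0.68, those of Groups A and C of 0.46 and those of Groups B and C of 0.42. The control shared by the comparisons alone gave median correlations of 0.55, 0.57 and 0.52 in the simulations of unchanged groups. Of these simulations, 0% reached the value of Groups A and B. By contrast, 99.6% reached that of Groups A and C, and 97.9% that of Groups B and C. The 26 miRNAs past the fold limit in Group C were likewise reached in 99.4%. The simulations missed the data in both directions, so their 0% does not decide whether Groups A and B share a change. From the position of Group B in the heatmap (Fig 2), the paper reasons that cattle positive in both fecal PCR and serum ELISA were closer to the clinical stage of JD.

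**Figure D1:**
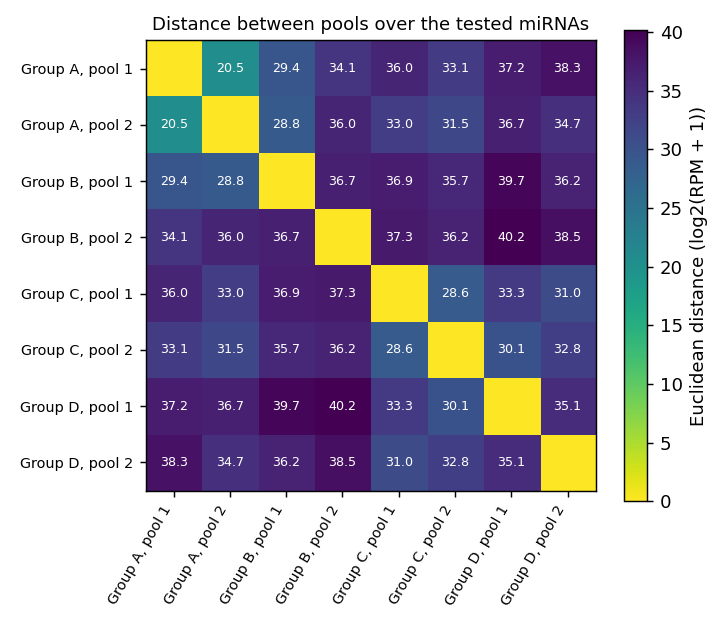
Euclidean distance between pools on log2(RPM + 1) over the 345 tested miRNAs, with the 8 pools on both axes and the distance printed in each cell. The 2 pools of Group A are the closest pair, at 20.5, and the pools of Group B lie 36.7 apart.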

**Fig 1:**
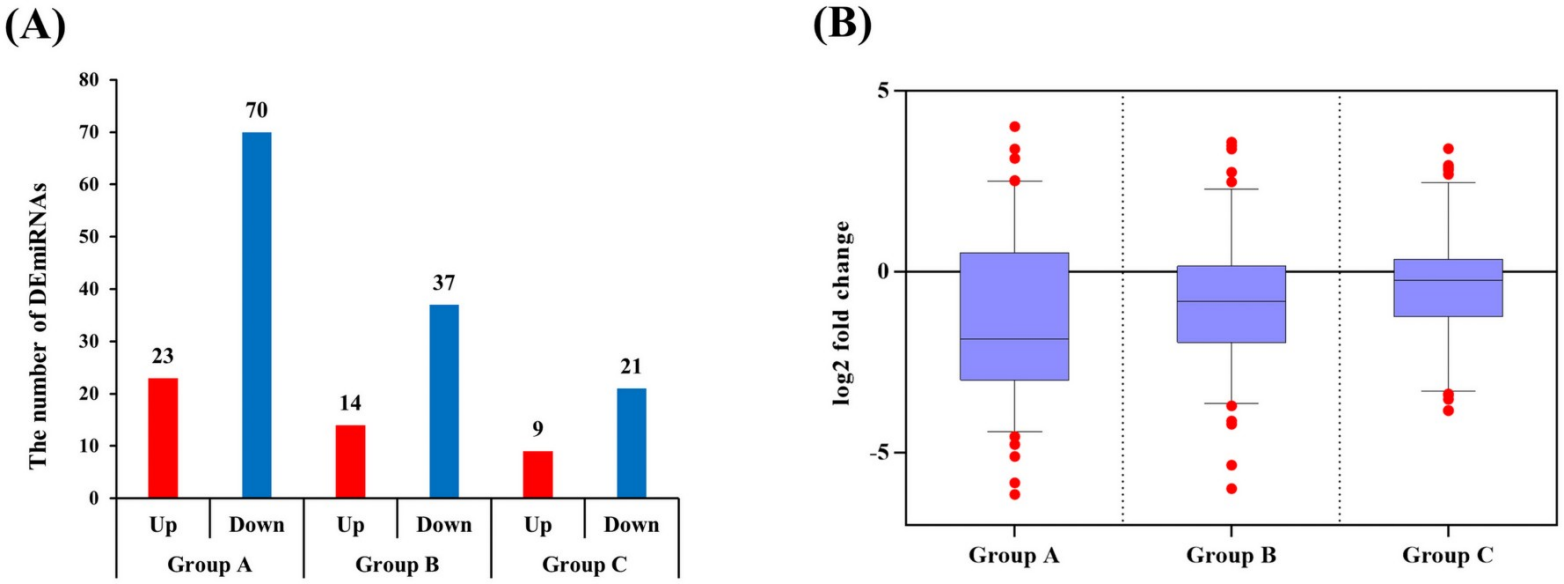
Results of the miRNA-sequencing analysis. (A) The number of DE-miRNAs in bovine serum infected with *Mycobacterium avium* subsp. *paratuberculosis*. compared to the control serum. (B) The fold changes of DE-miRNAs in the diseased groups are depicted using box and whisker (5–95 percentile) plots.

**Fig 2:**
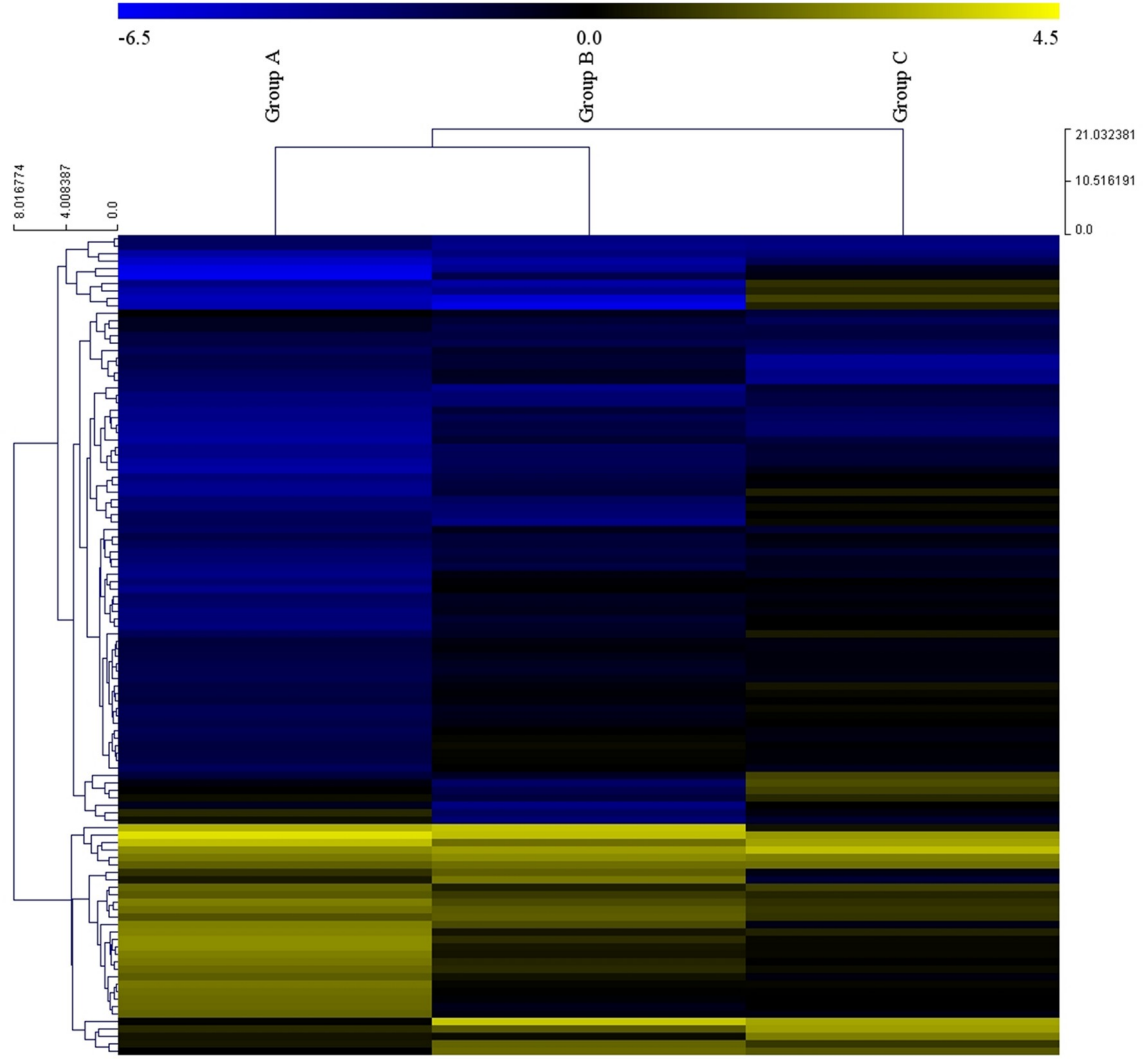
Clustering analysis of MAP-infected groups compared with the noninfected group. Each row in the heat map represents miRNAs, and each column represents samples. Yellow indicates increased expression, and blue indicates decreased expression.

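Of the tested miRNAs with reads in all 4 groups, 11 passed the fold limit in the same direction in Groups A, B and C. Their number was 7 without Group B replicate 2 and between 8 and 14 without any other single pool, and it was 28 with 1 RPM added to each group mean. Since the 3 comparisons share the Group D pools, such overlap occurs without any effect: 1000 simulations of unchanged groups with 1 control in common gave a median of 6, 95% of them gave 2 to 11, and 3.7% gave 11 or more. With a pool left out of both the data and the simulations, a test added after the data had been seen, the share with as many as observed was 24.7% without Group B replicate 2, 41.1% without Group D replicate 1, 19.4% without Group D replicate 2, 0.1% without Group C replicate 2 and between 3.3% and 10.4% without any other pool. They include bta-miR-363, bta-miR-374b and bta-miR-2887. Not among them are bta-miR-147, bta-miR-346, bta-miR-655 and bta-miR-2426, each with 0 reads in at least 1 group, and bta-miR-196a, which in Group B did not reach the limit. These 8 miRNAs in 3 groups make 24 tests, in which limma gave 1 adjusted p under 0.05 (bta-miR-346 in Group A) and 8 unadjusted p under 0.05. With edgeR 0 of 24 had an adjusted p under 0.05 and 6 an unadjusted one. With DESeq2 0 had an adjusted p under 0.05 among the comparisons for which it gave one. It gave no adjusted p in Groups A and B for bta-miR-147, bta-miR-196a, bta-miR-346, bta-miR-655 and bta-miR-2426, so it decides nothing there. The DEGES/edgeR procedure, added after the data had been seen, called 1, bta-miR-374b in Group A. Adjusted over the list alone, that is, over these 8 miRNAs in each group, limma gave 2 calls in Group A, 3 in Group B and 0 in Group C, where the smallest unadjusted p was 0.00883. The study chose this list on the same samples, so that count is not independent evidence.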

Thereafter, we selected eight miRNAs as biomarker candidates, which were differentially expressed as significantly increased or decreased in all groups relative to the control group (Table 1). These selected miRNAs expressed more than 2-fold changes in all groups. 

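All 24 log2 fold changes of the 8 candidates had the direction given in Table 1. In 17 of them both groups had reads, and each of these ratios was larger than 2-fold. In the other 7 the infected group had 0 reads, and the bounds given here are those at the floor, with the Group D reads taken as exact. The counting interval, which includes the error of the Group D reads, lay beyond 2-fold in 3 of these 7, bta-miR-346 in Groups A and B and bta-miR-655 in Group C. The log2 ratios of bta-miR-363 were 2.45 in Group A, 3.27 in Group B and 3.27 in Group C, those of bta-miR-374b 3.95, 3.94 and 2.59, and those of bta-miR-2887 2.24, 3.24 and 2.25. Among the candidates that fell, bta-miR-196a had -3.13, -1.38 and -2.53, where Groups A, B and C had 3, 3 and 2 reads and the counting intervals were -5.73 to -1.12, -4.18 to 0.43 and -5.81 to -0.21. For bta-miR-147 the ratio was -2.33 in Group A and, from 1 read, -2.52 in Group B (counting interval -8.32 to 0.25), and it was at least 2.86-fold lower in Group C. For bta-miR-346 it was at least 11.4-fold lower in Group A and at least 3.88-fold lower in Group B, and the ratio in Group C, from 3 reads, was -2.31 (counting interval -4.77 to -0.31). For bta-miR-655 the ratio in Group A was -2.53, and it was at least 2.74-fold lower in Group B and at least 3.42-fold lower in Group C. For bta-miR-2426 the ratio in Group A, from 1 read, was -4.11 (counting interval -9.65 to -0.92), and it was at least 1.91-fold lower in Group B and at least 2.39-fold lower in Group C. In 21 of the 24 comparisons the counting interval excluded 0. The exceptions were bta-miR-374b in Group C (-0.22 to 8.09) and bta-miR-147 and bta-miR-196a in Group B. Of the 24 comparisons, 16 had a ratio past the fold limit of 1.5, and this number was 7 without Group D replicate 1 and 10 without Group D replicate 2, where a miRNA with 0 reads in the remaining pool has no ratio. Single pools also moved ratios to below the limit in size. The ratio of bta-miR-2887 was 1.48 in Group A without Group A replicate 2, 1.17 in Group B without Group B replicate 2, and 1.24 in Group A without Group D replicate 1, where the ratio in Group C was below the limit too, and that of bta-miR-363 in Group A was 1.45 without Group D replicate 2. The ratio of bta-miR-196a in Group B, below the limit with all pools, was -0.38 without Group B replicate 1 and -0.35 without Group D replicate 1.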

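The candidate miRNAs were scarce in all pools. Their mean abundance lay between the percentiles 32.3 and 60.6 of the 437 miRNAs with a read. In Group D, bta-miR-363, bta-miR-374b and bta-miR-2887 had 2, 1 and 2 reads over both pools, against 37, 53 and 32 reads in Group A, 22, 17 and 19 in Group B, and 28, 9 and 14 in Group C. The mean of bta-miR-363 was 21.6 ± 10.1 RPM in Group A, 38.2 ± 8.80 in Group B, 38.4 ± 8.44 in Group C and 3.97 ± 5.61 in Group D (SD, n = 2). That of bta-miR-374b was 30.7 ± 2.40, 30.4 ± 14.2, 11.9 ± 4.30 and 1.98 ± 2.80 RPM, and that of bta-miR-2887 was 18.2 ± 10.5, 36.7 ± 39.5, 18.4 ± 9.26 and 3.87 ± 5.47 RPM in the same order. Each of these 3 miRNAs was higher in all 6 pools of Groups A, B and C than in both pools of Group D, and had 0 reads in 1 of the Group D pools. In Group D, bta-miR-147, bta-miR-196a, bta-miR-346, bta-miR-655 and bta-miR-2426 had 6, 8, 10, 7 and 5 reads. All reads of bta-miR-147 and bta-miR-2426 in Group D came from replicate 2, and all those of bta-miR-655 from replicate 1. bta-miR-346 was at 0 RPM in all 4 pools of Groups A and B, with a mean of 3.97 ± 1.43 RPM in Group C and 19.7 ± 11.4 RPM in Group D (SD, n = 2), and it was the only candidate that fell whose values in Groups A, B and C all lay below both Group D pools. In 7 of the 8 candidates, the pools of at least 1 group differed by more than 1.5 on the log2(RPM + 1) scale. In Group D, 1 read against 0 already passes this limit (2.31 for bta-miR-374b), so the count mostly reflects how scarce the candidates are.

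**Figure D2:**
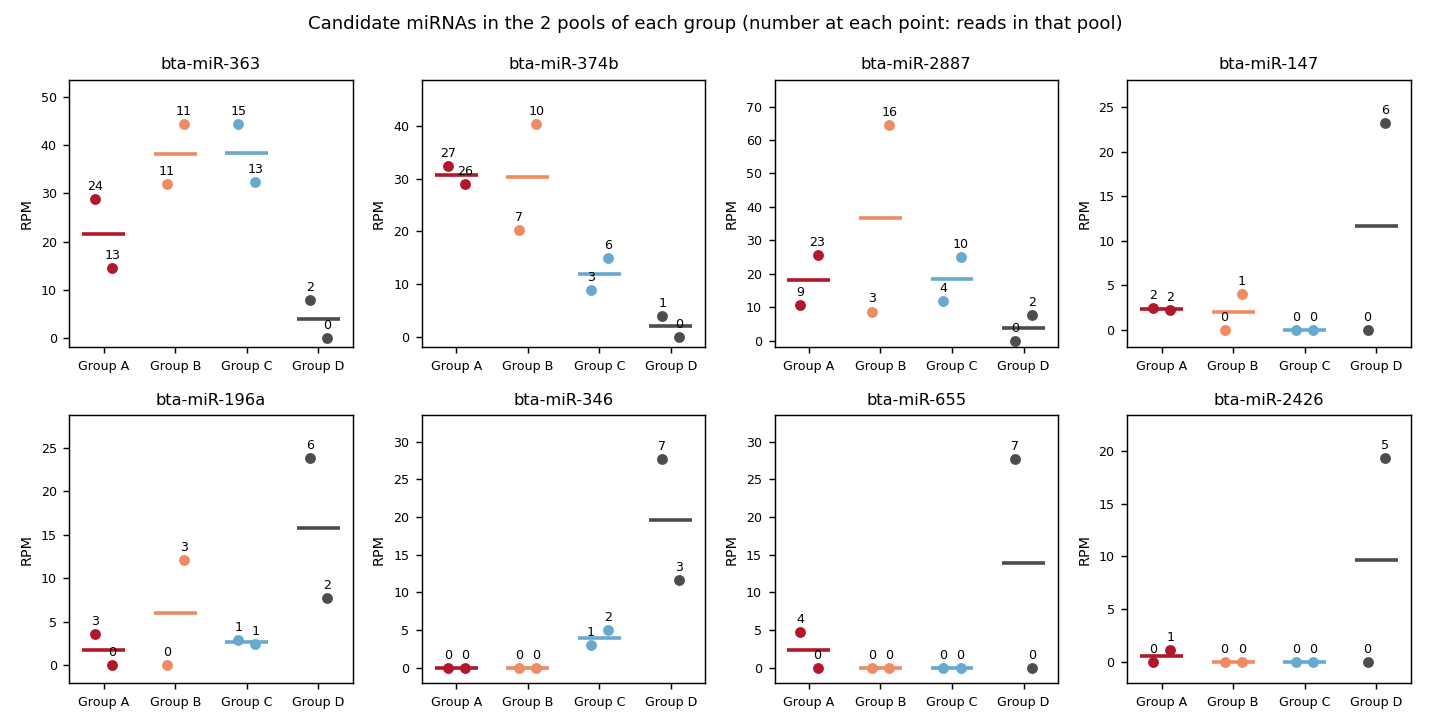
RPM of the 8 candidate miRNAs in the 2 pools of Groups A, B, C and D, with 1 panel per miRNA; points are pools, bars are group means and the number at each point is its reads. The candidates that rose have 0 to 2 reads in each Group D pool, and those that fell have 0 to 7.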

Three miRNAs were upregulated (bta-miR-363, bta-miR-374b, bta-miR-2887), and five miRNAs were downregulated (bta-miR-147, bta-miR-196a, bta-miR-346, bta-miR-655, bta-miR-2426).

**Table 1:** Selective miRNA sequence and fold change in the expression of miRNA compared with the control group.

Target miRNA	Human ortholog	miRNA sequence	Log2 fold change^a^		
			Group A	Group B	Group C
**bta-miR-363**	hsa-miR-363-5p	ATTGCACGGTATCCATCTGCG	2.49	2.75	3.41
**bta-miR-374b**	hsa-miR-374b-5p	ATATAATACAACCTGCTAAGTG	4.02	3.39	2.70
**bta-miR-2887**	-	CGGGACCGGGGTCCGGTGCG	2.15	2.49	2.25
**bta-miR-147**	hsa-miR-147b	GTGTGCGGAAATGCTTCTGCTA	-2.45	-3.32	-3.25
**bta-miR-196a**	hsa-miR-196a-5p	TAGGTAGTTTCATGTTGTTGGG	-3.45	-2.08	-2.43
**bta-miR-346**	hsa-miR-346	TGTCTGCCCGCATGCCTGCCTCT	-5.10	-4.13	-2.23
**bta-miR-655**	hsa-miR-655-5p	ATAATACATGGTTAACCTCTCT	-2.54	-3.58	-3.41
**bta-miR-2426**	-	AAGGAAGTGGCTTGGGGAAAG	-4.16	-3.20	-2.98

^a^Log2 fold change in the infection groups compared to the control group.

### Functional classification of the miRNA targets and ingenuity pathway analysis

The predicted targets of the up- and downregulated selective miRNAs were 1240 and 1022 genes, respectively (S1 Table). The GO analysis of the target genes indicated that 8 and 20 GO terms were enriched in molecular function and biological processes, respectively. The target genes were shown to be associated with binding, molecular function regulator, catalytic activity and transporter activity in molecular function (Fig 3A). On the other hand, the biological process terms included cellular process, biological regulation, metabolic process, response to stimulus and immune system process (Fig 3B). Next, KEGG analysis of the target genes of up- and downregulated miRNAs revealed a number of pathways. The upregulated miRNAs mostly targeted signaling pathways such as PI3K-Akt, Ras, cAMP, chemokine and cytokine-cytokine receptor interaction and endocytosis, while the downregulated miRNAs mostly targeted signaling pathways such as MAPK, Ras, Rap1, Wnt and pathways in cancer (Fig 4A and 4B).

**Fig 3:**
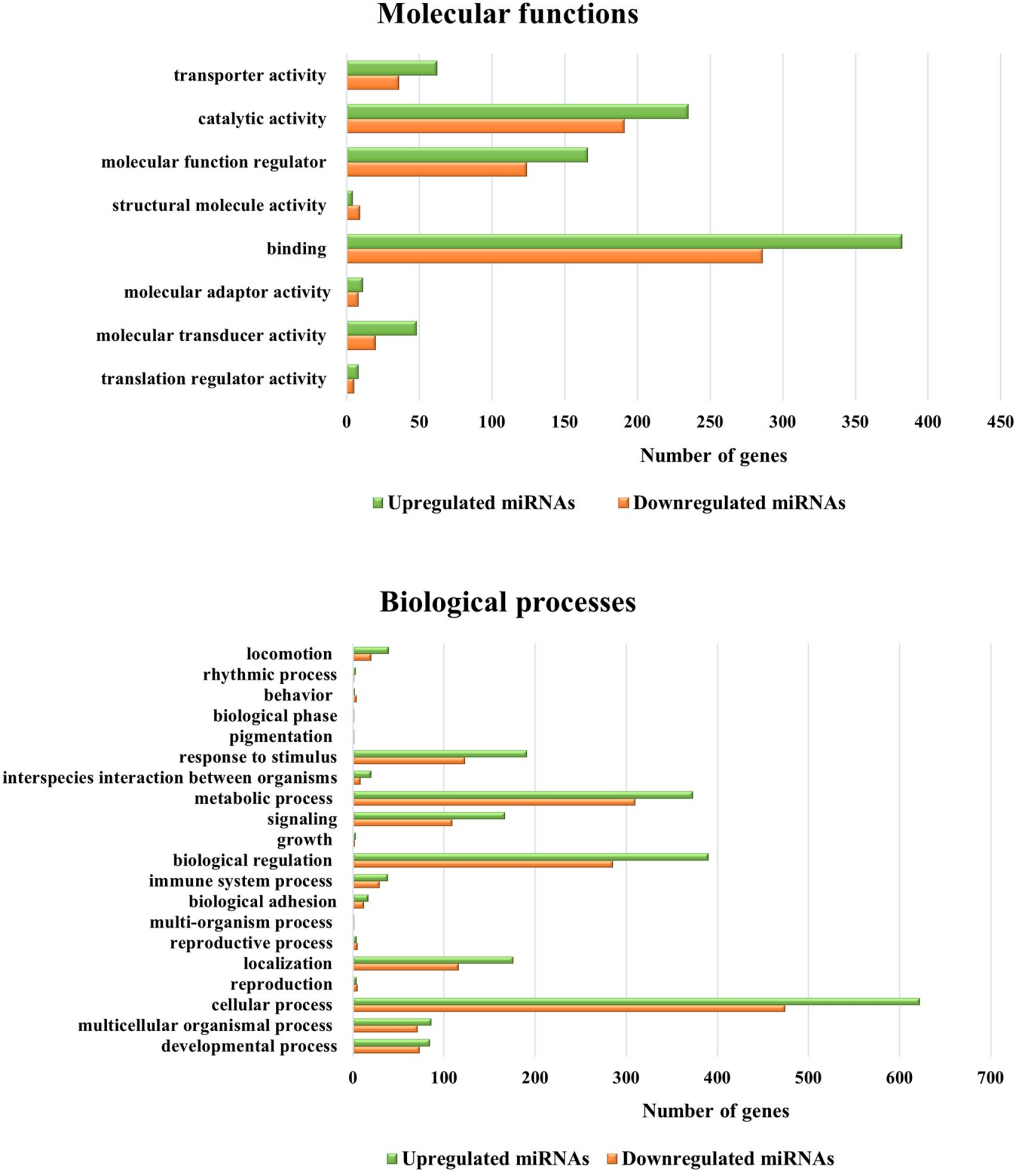
GO analysis of gene targets of selective miRNAs. These gene targets were classified into molecular functions (A) and biological processes (B) using the gene ontology-based online tool, the PANTHER Classification System.

**Fig 4:**
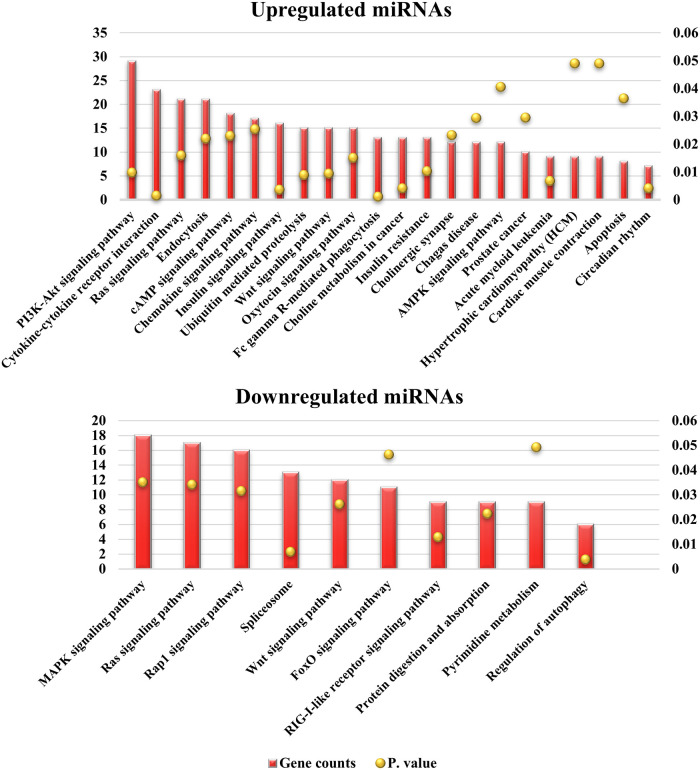
KEGG analysis of gene targets of the selected miRNAs. List of genes predicted by upregulated (A) and downregulated (B) selective miRNAs showed various pathways involvement. Only P values less than 0.05 were included in the analyses.

As previously mentioned in the Materials and methods, the bovine miRNAs were converted into human orthologues to proceed with the IPA (S2 Table). The significantly expressed genes were selected by IPA based on the | log2 fold change | ≥ 1.5 after the bovine gene ID was converted to the human gene ID. Eighty-four DEGs were expressed in Groups A, B and C in comparison to Group D. We attempted to identify the molecules associated with the miRNA through IPA software by mapping eight miRNAs selected from the sequencing analysis, but two bovine miRNAs (bta-miR-2426, bta-miR-2887) were not mapped because they lacked human miRNA homologs. 

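Of the 84 miRNAs in S2 Table, which the study chose on these samples, 28 had an adjusted p under 0.05 in Group A, 1 in Group B and 0 in Group C with limma and Benjamini-Hochberg adjustment over the 345 tested miRNAs. Reads in both groups gave a log2 ratio for 78 of the 84 in Group A, 80 in Group B and 76 in Group C, and the others had 0 reads in the infected group. The fold limit of 1.5 was passed by 66 miRNAs in Group A (49 lower, 17 higher), 22 in Group B (13 lower, 9 higher) and 11 in Group C (6 lower, 5 higher). With median-ratio scaling 31 passed it in Group B (23 lower, 8 higher). The infected group or the control had 3 reads or fewer for 20 of the 84 miRNAs in Group A, 22 in Group B and 18 in Group C. Across miRNAs, these ratios had a Pearson correlation with the fold changes printed in S2 Table of 0.9995 in Group A, 0.9984 in Group B and 0.9996 in Group C, and the median difference was 0.03, 0.61 and -0.08. In Group B it was 0.10 with median-ratio scaling, and over all 84 miRNAs 0.01 with DEGES/edgeR fold changes, which were added after the data had been seen and gave 0.23 in Group A. Both sets of values come from the same libraries, and miRNAs are not independent replicates. The median absolute log2 fold change over the 84 miRNAs, from group means of RPM + 1, was 0.90 in Group B and 0.53 in Group C. With miRNAs at 0 in 1 of the groups placed at their bound, and those with 3 reads or fewer in both groups left out, it was 2.18 over 81 miRNAs in Group A, 0.95 over 80 in Group B and 0.52 over 78 in Group C. By the paper's values in S2 Table, 11 of the 84 pass the limit in all 3 groups. Of these, 6 are among the 8 candidates, while bta-miR-129, bta-miR-374a, bta-miR-452, bta-miR-495 and bta-miR-502a, named here after their values were seen, are not.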

We performed the network analysis with the six converted miRNAs in the early subclinical infection stage (Group C). A total of 51 molecules, including the six selected miRNAs, were linked, and these targets were predicted through their changes in miRNA expression (Fig 5). This common network of DEGs is involved in many biological processes, including the inflammatory response, immune response, signal transduction and cell-cell signaling. *TGF-β1* and *IL-10*, which are at the center of the common network, are activated at an early subclinical stage and have been identified as implicated in immune responses.

**Fig 5:**
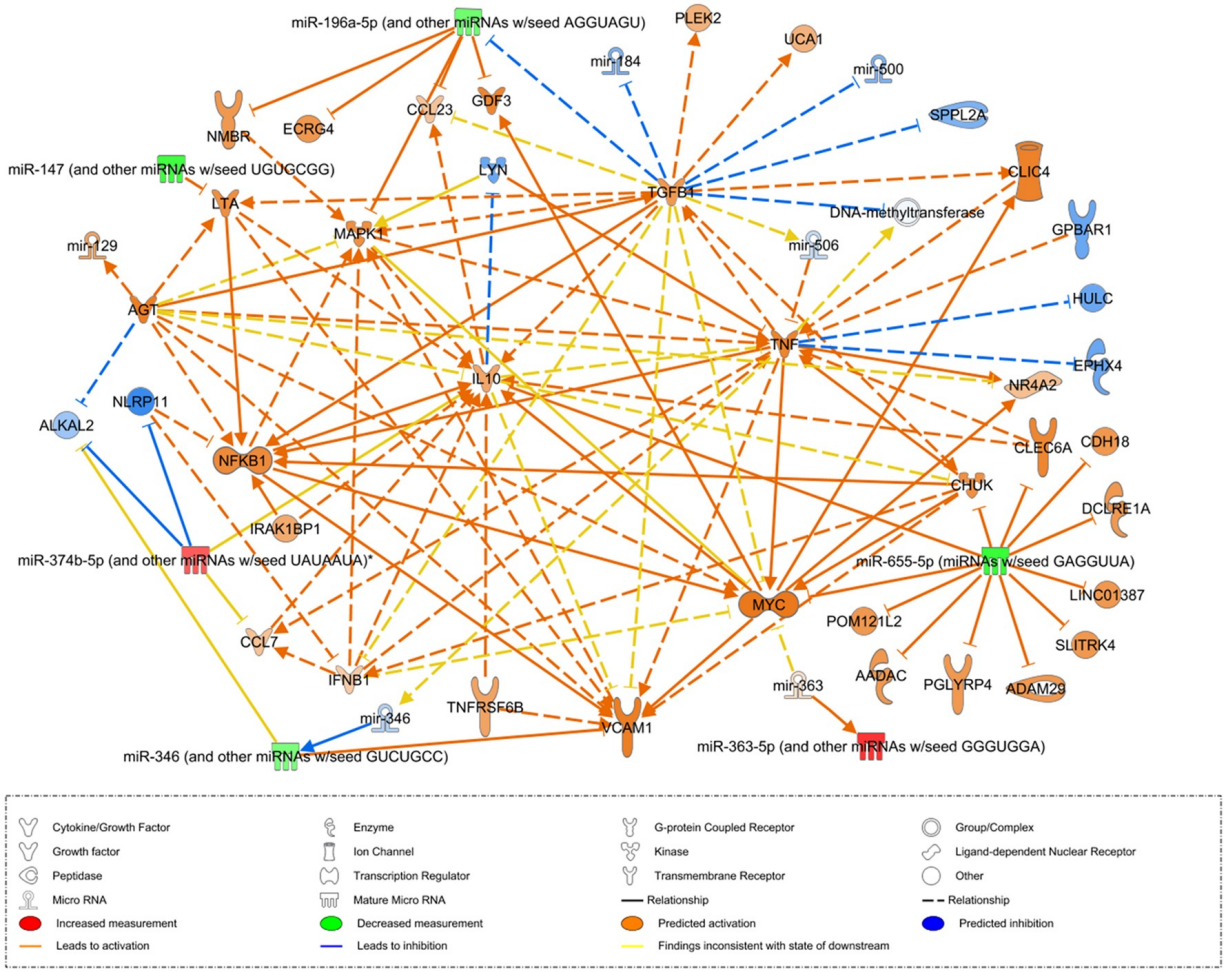
Common network of DE-miRNAs in early subclinical *Mycobacterium avium* subspecies. *paratuberculosis* infected group. Upregulation (red) or downregulation (green) of the miRNAs and predicted increase (orange) or decrease (blue) in the molecules.

### Validation of selective differentially expressed miRNAs

Eight selected miRNAs were validated by using qRT-PCR. Including the serum samples used for sequencing, validation was conducted by adding serum samples based on criteria suitable for each group Among them, 4 DE-miRNAs showed significant differences in expression compared to the control group. (Fig 6). Two upregulated miRNAs (bta-miR-374b, bta-miR-2887) and two downregulated miRNAs (bta-miR-147, bta-miR-346) showed a consistent pattern with the sequencing experiments (Table 1). The validation results revealed that the expression levels of bta-miR-374b and bta-miR-2887 showed upregulation significantly in Group A, which were clinical stages of JD infection. In contrast, two downregulated bta-miR-147 and bta-miR-346 were significantly found in Groups B and C which showed no clinical signs.

**Fig 6:**
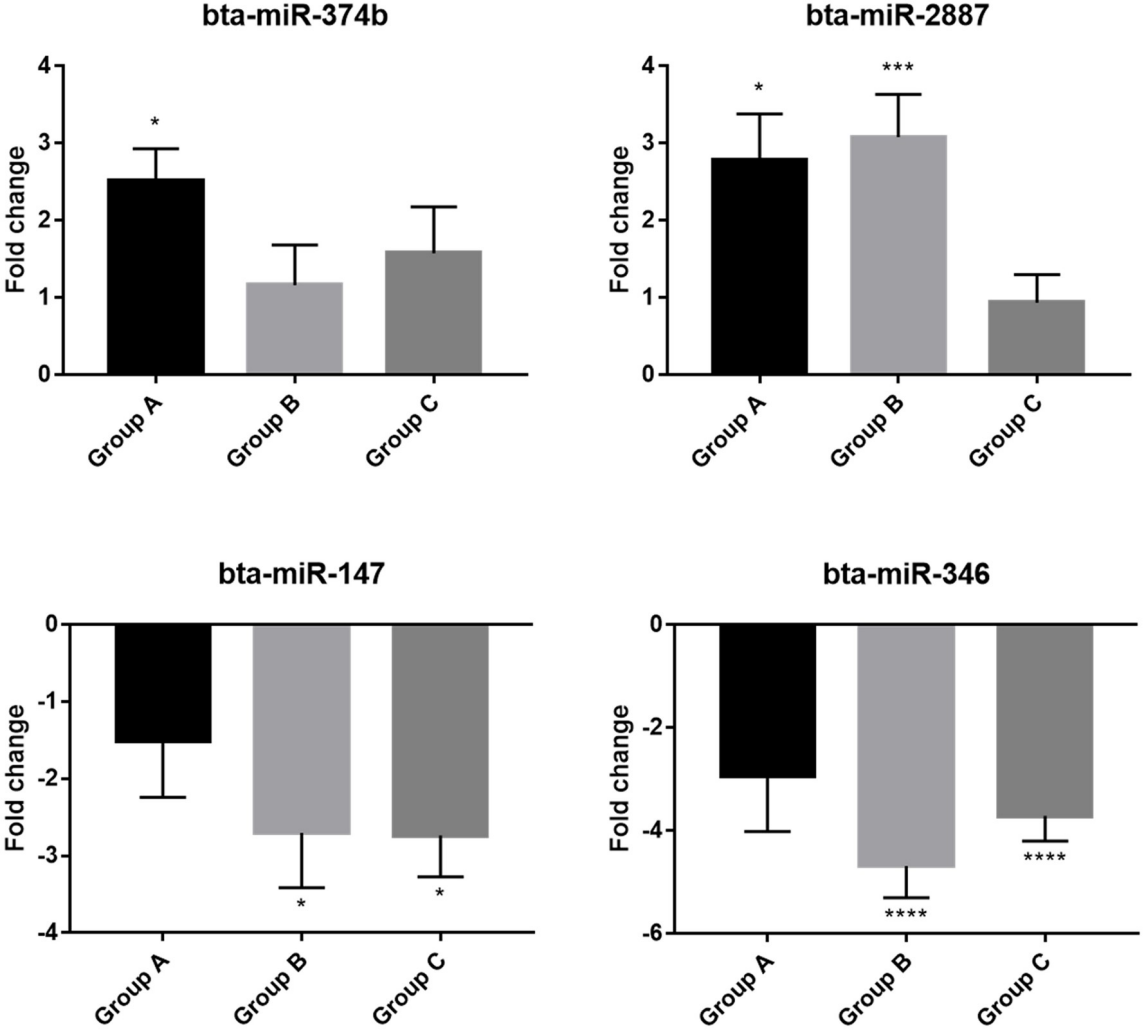
Gene expression profiling of selected miRNAs by qRT-PCR. qRT-PCR was used for validation of the miRNA sequencing results. Each bar represents the mean ± SEM from independent experiments in individual cows. Statistical significance was determined using the non-parametric Kruskal-Wallis test with Dunn’s post-hoc test. (p-value, * < 0.05; ** < 0.01; *** < 0.0005; **** < 0.0001).

## Discussion

Johne’s disease (JD) is a chronic disease that infects livestock, and then they intermittently excrete the bacteria in their feces for 2 to 5 years without exhibiting any obvious symptoms [2]. Early diagnosis is important because of this characteristic, but the present diagnostic techniques are difficult to use due to the intermittent nature of MAP fecal shedding and the poor sensitivity of serological testing [9]. Therefore, it is necessary to develop a diagnostic tool for detecting MAP in the subclinical stage.

In this study, we conducted experiments by defining groups based on the clinical symptoms and the results of fecal PCR and serum ELISA, which are currently used for the diagnosis of JD. Then, we performed miRNA sequencing with serum samples from each group and confirmed the DE-miRNAs compared to the control group. The group with the clinical symptoms (Group A) had the most DE-miRNAs, and the change pattern was also larger than the other groups when comparing the expression levels of the common DE-miRNAs based on | log2 fold change | ≥ 1.5. Among these DE-miRNAs, we selected those that exhibited up- or downregulation in all disease groups as potential biomarker candidates. To select a miRNA biomarker for the early diagnosis of disease, it is necessary to show a constant expression level during different stages of the disease. Furthermore, because numerous diseases may have similar miRNA expression patterns, it is important to select miRNA biomarkers that may distinguish them from other diseases [45].

Through the sequencing results, we initially identified three upregulated miRNAs and five downregulated miRNAs as potential biomarkers. All of these candidate miRNAs have been reported to be associated with bacterial or viral infection in cattle [46–52]. Bta-miR-363, one of these candidate miRNAs, was identified in the serum of JD-infected cattle in a previous study, and its expression was shown to be increased when compared to the negative control group [11]. Moreover, bta-miR-363 was also upregulated in milk-isolated monocytes infected with *Streptococcus uberis* [46]. Although the exact mechanism of action needs to be studied, it seems that bta-miR-363 is upregulated during infection with Gram-positive bacteria. Likewise, bta-miR-374b and bta-miR-2887, which were upregulated in our study, were also upregulated by *Streptococcus agalactiae* and *Staphylococcus aureus* infection of monocyte-derived macrophages and mammary gland tissue [47,48]. Three downregulated miRNAs (bta-miR-196a, bta-miR-147, bta-miR-655) also changed their levels of expression during *S*. *aureus* infection; bta-miR-196a and bta-miR-655 were downregulated, whereas bta-147 was upregulated [48,51]. Specifically, downregulated bta-miR-196a and bta-miR-655 were isolated from mammary gland tissue, whereas upregulated bta-miR-147 was isolated from milk, implying that the regulatory shift was caused by a difference in the miRNA source. In addition, the human homolog of bta-miR-196a was overexpressed in the inflammatory intestinal epithelium of patients with Crohn’s disease associated with MAP [53]. A human homolog of bta-miR-346 has been identified as a potential biomarker that is upregulated during tuberculosis and *M*. *avium* complex (MAC) pulmonary disease caused by *Mycobacterium* species [54,55]. Ruminant-specific bta-miR-2426 is a novel miRNA discovered during bovine herpesvirus 1 infection, and there have been no reports of further detection due to other infections [52].

Next, target genes of upregulated and downregulated miRNAs were predicted using TargetScan. Other target prediction tools, such as Diana Tools and mirPath, are accessible, but only TargetScan was able to predict bovine target genes. GO analysis showed that these miRNAs were mainly involved in cell processes, metabolic processes, biological regulation, and responses to stimuli. This result was also related to reported research that showed that MAP survives in infected macrophages by involving various metabolic processes, such as lipid metabolism [56].

KEGG analysis revealed that the target genes are primarily associated with the signaling pathway and they are commonly enriched in the Ras and Wnt signaling pathways. Ras controls a variety of cellular processes, such as cell survival, proliferation, and differentiation, all of which are necessary for a proper immune response [57]. It also triggers the Raf/Mek/Erk, PI3K, and RalGDS signaling pathways. The ERK (MAPK) pathway may have a role in inducing proinflammatory responses in MAP-infected cattle, and the PI3K pathway is involved in macrophage adherence and motility by suppressing proinflammatory cytokines [58,59]. The Wnt signaling pathway is involved in pathological processes and it regulates effector T cell development, regulatory T cell activation, and dendritic cell maturation in the immune system [60]. The *Wnt* gene appears to be involved in the development of granulomas in MAP-infected cattle by recruiting immune cells to the inflammatory site [61].

Taken together, these findings indicated that the dysregulated miRNAs are involved in pathways controlling immune and inflammatory responses during MAP infection. After identifying the function of the DE-miRNAs, network analysis was performed using IPA to confirm the interaction between the miRNAs and other genes. Except for the two ruminant-specific miRNAs (bta-miR-2887 and bta-miR-2426), the human homologs of the six bovine miRNAs were mapped to IPA. Many molecules were linked, directly or indirectly, with cytokine factors and transcription regulators such as *TNF*, *IL10*, *TGF-β1*, and *NFKB1* served as the center of the network. TNF is a key proinflammatory cytokine in the early stages of MAP infection, inducing a Th1 immune response by limiting intracellular growth [62]. *MYC* stimulates the production of this proinflammatory cytokine, which aids in the inhibition of MAP intracellular growth [63]. TNF is also a key mediator in granuloma formation, and TNF-induced *VCAM-1* is involved in lymphocyte adherence to inflamed endothelium [64]. This network activates *TGF-β1* and *IL-10*, which are produced by Tregs that develop as a result of chronic MAP antigen stimulation [30]. Furthermore, *LYN* expression was decreased among the key genes related to the immune response, while the expression levels of *CCL23*, *CCL7*, *TNFRSF6B*, *CHUK* were increased and previous studies have identified these genes as implicated in the immune response to mycobacterial infection [56,65–67].

In JD-infected cattle, a cytokine imbalance in which immunoregulatory cytokines such as TGF-β1 and IL-10 take priority over IFN-γ production is thought to mediate the transition from the subclinical to clinical stage [27]. That is, the Th-1 cell-mediated immune response gradually decreases in the subclinical stage, making it difficult to suppress intracellular infection of MAP, and the disease progresses to the clinical stage. Additionally, NFKB1 promotes the production of anti-inflammatory IL-10, which suppresses inflammation, and MAPK also contributes to IL-10 production, allowing MAP to survive intracellularly [68]. Overall, the network reveals that both Th-1-related molecules that develop early in MAP infection and Th-2 and Treg-related molecules that are prominent in later infection are activated. This indicates that the network meets the criteria for early diagnostic biomarkers that should have a constant level of expression at all stages by exhibiting the overall immune response in the JD infection group.

Finally, a validation experiment was conducted to identify the expression of miRNAs in all infected groups. Two upregulated miRNAs (bta-miR-374b, bta-miR-2887) and two downregulated miRNAs (bta-miR-147, bta-miR-346) were differentially expressed with significant changes. Among them, bta-miR-147 and bta-miR-346 were significantly found in Groups B and C, which were subclinical stages before clinical signs appeared. On the other hand, bta-miR-374b and bta-miR-2887 were shown to be significantly different in Group A compared to the control group (P < 0.05). These two upregulated miRNAs, which were significantly expressed in Group A with severe clinical symptoms, showed the same expression pattern in Group B and C, suggesting that they could be used as potential miRNA biomarkers in the early stage of JD.

As such, our study profiled miRNAs extracted from serum samples at different stages of MAP infection and identified the immune response to MAP infection. Selective miRNAs commonly expressed at different stages of MAP infection have been identified, and the use of these microRNA biomarkers is expected to play an essential role in future JD management and prevention.

## Supporting information

S1 Table Target genes of the up- and downregulated selective miRNAs. (XLSX) Click here for additional data file.

S2 Table Converted human miRNAs mapped to IPA. (DOCX) Click here for additional data file.

# Supplementary material for: MicroRNA profiling in bovine serum according to the stage of Mycobacterium avium subsp. paratuberculosis infection
**Source:** PLoS One. 2021 Nov 4;16(11):e0259539. doi: 10.1371/journal.pone.0259539
**Supplement:** S2 Table

**S2 Table. Converted human miRNAs mapped to IPA.**

How the deposited data were processed for this re-analysis (not part of the article)

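Serum of cows in Group A (4 cows, positive in fecal PCR and serum ELISA, with clinical signs), Group B (8 cows, positive in both tests), Group C (8 cows, positive in fecal PCR only) and Group D (8 control cows) was pooled, and small RNA was sequenced. The authors deposited 2 libraries per group, 8 in all. The labels give serum as the source of these samples and whole blood as their tissue, and the paper describes serum. The authors trimmed reads with Cutadapt, mapped them with Bowtie and counted them with mirdeep2 on hairpin and mature sequences of miRBase. Versions of these tools, the genome build and the miRBase release are not given in the sources used here. The paper's test was the iterative DEGES/edgeR procedure of TCC with a q value under 0.05, followed by a limit of 1.5 on the absolute log2 fold change.

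The deposited values are RPM: the authors scaled the mirdeep2 read counts of each library to a sum of 1000000 over all listed pairs of a mature miRNA and a precursor. They hold no other normalization. Whole reads were recovered from the steps between low values. Every value above 0 lay within 0.1 read of a whole number, and the recovery was tested on simulated tables, where 8 of 8 library totals were found again. The libraries held between 247700 and 896815 reads, and between 247 and 342 miRNAs with a read. A floor of 3 reads over a group, with the reads of the other group taken as exact, sets the limit for a miRNA listed at 0. Counting intervals of a ratio were exact binomial intervals at 95%, and on simulated reads 97.2% of them held the true ratio. The pairs hold 793 mature names and 808 precursors, and 73 names are listed with more than 1 precursor. For these the pair with the most reads was used, and 6 names with the same reads as another name of their precursor were merged.

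The main test was limma 3.58.1 in R 4.3.3 on log2(RPM + 1), with a trend of the variance over abundance and Benjamini-Hochberg adjustment over the 345 miRNAs with a mean of at least 1 RPM and a value above 0 in at least 2 libraries. A moderated F test covered the 3 comparisons with Group D together. DE-miRNAs had an adjusted p under 0.05 and a limma log2 fold change of 1.5 or more in size. Fold changes of single miRNAs and counts past the fold limit used the log2 ratio of group means in RPM without a pseudocount. The size of the changes and the Euclidean distances between groups used group means of RPM + 1. Simulated unchanged groups were drawn 1000 times from negative binomial counts at the mean abundance over all libraries, with the dispersion and depth of the libraries, and compared with a simulated Group D that the 3 comparisons share. In a self-test with 200 simulated miRNAs changed by 3 on the log2 scale, limma called 41.5%, 42.4% and 47.7% of the changed and tested miRNAs in the 3 comparisons, with 2, 2 and 0 unchanged miRNAs called and 0 in the wrong direction.

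The samples, the tests, the results to report and the alternatives were chosen before the data were examined, except those named as added. The alternatives were no filter on low values (437 miRNAs), a mean of at least 10 RPM (216 miRNAs), all libraries scaled to 1 total, median-ratio scaling, quantile normalization, pseudocounts of 0.5 and 5, no variance trend, the replicate number as a block, only the 2 groups compared, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, other forms of the fold change, the 84 miRNAs of S2 Table, and each pool left out in turn. The DEGES/edgeR procedure, in own code after the description in the methods, and a thinning of the Group A reads were added later. Other work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

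The miRNAs named in the text follow a rule. They are the 8 of Table 1, the 5 with the highest mean over the 8 libraries, for each group the 3 highest and 3 lowest DE-miRNAs whose pools both lie beyond both Group D pools, and the members of marker lists. The fold changes of Table 1 and S2 Table had been seen when the rule was written. The marker lists were written from general knowledge, for red cells (14 miRNAs, with bta-miR-23a as a reference), muscle (7), liver (4) and epithelium (8), and the fold changes of some members in S2 Table had been seen. The median log2 fold change of a list was compared with 10000 random lists of similar abundance. The qRT-PCR, target prediction, GO, KEGG and IPA results were not analysed here.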

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

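Of the tests in this part, the red-cell test and the form of the muscle test, a median over the muscle list of less than 2-fold between pools of a group, were chosen only after the result was seen, and the reading of its Group D value was left open after that value was seen.

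The changes against Group D differed between the infected groups. A direct comparison in limma gave an adjusted p under 0.05 for 34 miRNAs between Groups A and C (78 at an unadjusted p under 0.05), 21 between Groups A and B (52) and 4 between Groups B and C (64). With edgeR these counts were 52, 33 and 9, and with DESeq2 55, 31 and 6. Without a variance trend they were 0, 0 and 0 in limma, with 65, 41 and 53 at an unadjusted p under 0.05. Quantile normalization gave 19, 0 and 1 (82, 48 and 36), and a fit to only the 2 groups compared gave 16, 0 and 0 (101, 46 and 67). The count between Groups A and C was 0 without Group A replicate 1, Group C replicate 1 or Group C replicate 2, and 12 without Group A replicate 2. The count between Groups A and B was 0 without Group A replicate 1 or 2, Group B replicate 2, or Group C replicate 1 or 2, 9 without either pool of Group D, and 32 without Group B replicate 1. The count between Groups B and C was 0 without Group A replicate 1 or 2, Group B replicate 1, or Group C replicate 1 or 2, and 1 without Group B replicate 2. Of the miRNAs named under the rule, 13 were called between Groups A and C (each in 10 to 16 of 20 settings, adjusted p up to 0.405), 9 between Groups A and B (7 to 12 of 20, up to 0.358) and 3 between Groups B and C (10 to 12 of 20, up to 0.376). Besides those described below, the log2 difference of Group A from Group C was -2.88 for bta-miR-122, -2.41 for bta-miR-192, -4.19 for bta-miR-885, -3.10 for bta-miR-375, -4.74 for bta-miR-483, 2.46 for bta-miR-16a, 2.05 for bta-miR-16b and 1.41 for bta-miR-339a. That of Group A from Group B was -2.28 for bta-miR-122, -2.37 for bta-miR-192, -2.98 for bta-miR-885, -2.54 for bta-miR-375, -2.48 for bta-miR-205, 1.53 for bta-miR-16a and 1.46 for bta-miR-16b. Group A had 0 reads of bta-miR-483, so the size of its difference from Group C depends on the 1 RPM added. The 2 Group A pools lay 20.5 apart, below each of their distances to a Group D pool (34.7 to 38.3). This does not exclude divergent pools as the source of the larger changes in Group A. The 2 Group D pools themselves lay 35.1 apart. One read was worth 1.12 to 1.20 RPM in Group A against 3.87 to 3.96 in Group D, so scarce miRNAs widen the distance less in Group A. On the reads, chi-square per degree of freedom between pools was 290.92, 166.07, 24.14 and 44.38 in Groups A, B, C and D. It grows with depth, so neither measure decides this. Against the deeper sequencing of Group A stands the median absolute log2 fold change of 1.30 ± 0.06 (SD, 100 thinnings) that remained when its reads were thinned to 247700, above the value of Group B. Divergent pools, red-cell RNA and the stage of infection all stay open. So does any other difference shared by both Group A pools, as in handling or sequencing, which was not tested. Mean depth was 3.39 times that of Group D in Group A, against 1.16 times in Group B and 1.45 times in Group C.

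The 3 muscle miRNAs bta-miR-1, bta-miR-206 and bta-miR-133a were lower in Groups A and B than in Group C. Between Groups A and C the log2 differences were -5.86 (adjusted p = 0.0198 in limma, under 0.05 in 13 of 20 settings), -5.04 (0.000899, 15 of 20) and -4.30 (0.00877, 14 of 20), and each call was lost without Group A replicate 1 or 2 or Group C replicate 1 or 2 (adjusted p = 0.0938 to 0.405 in limma). Between Groups B and C the log2 difference of bta-miR-1 was -7.54 (standard error 1.44, adjusted p = 0.0138 in limma), with an adjusted p under 0.05 in 11 of 20 settings and up to 0.376. Its call was lost without Group A replicate 1 (adjusted p = 0.158 in limma) or 2 (0.166), Group B replicate 1 (0.133), and Group C replicate 1 (0.376) or 2 (0.256). For bta-miR-206 the log2 difference was -6.01 (standard error 0.74, adjusted p = 0.000696 in limma), with an adjusted p under 0.05 in 12 of 20 settings and up to 0.376. Its call was lost without Group A replicate 1 (adjusted p = 0.119 in limma) or 2 (0.142), Group B replicate 1 (0.133) or 2 (0.0537), and Group C replicate 1 (0.376) or 2 (0.223). For bta-miR-133a the log2 difference was -5.02 (standard error 0.92, adjusted p = 0.0136 in limma), with an adjusted p under 0.05 in 10 of 20 settings and up to 0.376. Its call was lost without Group A replicate 1 (adjusted p = 0.158 in limma) or 2 (0.166), Group B replicate 1 (0.146) or 2 (0.0537), and Group C replicate 1 (0.376) or 2 (0.243). The values of bta-miR-133a were 284 and 483 RPM in Group A, 78.5 and 646 in Group B, 7372 and 7302 in Group C, and 7654 and 956 in Group D. In Group B replicate 1, bta-miR-1 had 0 reads, so the size of its difference between Groups B and C depends on the 1 RPM added. That difference was -4.62 without Group B replicate 1, -10.46 without Group B replicate 2 and -6.57 with edgeR. Over the 5 tested miRNAs of the muscle list the Group C pools differed by a median of 1.83-fold (1.01-fold to 2.32-fold, over 2-fold in bta-miR-1 and bta-miR-133b), and both lay above every pool of Groups A and B in all 5, which argues against a single Group C pool with muscle RNA. In Group D the pools differed by a median of 6.37-fold (2.81-fold to 8.00-fold) with replicate 1 higher in all 5, as a single pool with muscle RNA would give, but both also lay above every pool of Groups A and B in 4 of the 5. Muscle RNA in Group D replicate 1 and a difference between the groups cannot be told apart for the lower levels against Group D. Muscle RNA in both pools of Group C, from the animals or from sampling, was not tested and stays open beside a difference in infection stage.

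bta-miR-451 was higher in Group A than in Group B by 1.54 on the log2 scale (standard error 0.39, adjusted p = 0.0366 in limma, under 0.05 in 9 of 20 settings and up to 0.358), and of the 8 fits with a pool left out only that without Group B replicate 1 kept the call. It was higher in Group A than in Group C by 1.85 on the log2 scale (standard error 0.39, adjusted p = 0.00867 in limma), with an adjusted p under 0.05 in 13 of 20 settings and up to 0.276. Its call was lost without Group A replicate 1 (adjusted p = 0.253 in limma) or 2 (0.101) and Group C replicate 1 (0.276) or 2 (0.108). It held 46245 ± 5997 RPM in Group A and 8903 ± 1865 RPM in Group D (SD, n = 2). The log2 ratio of bta-miR-451 to bta-miR-23a was 2.54 and 2.37 in the Group A pools, 0.75 and -0.21 in Group B, 0.84 and 1.30 in Group C, and 0.15 and -0.01 in Group D, so the lower Group A pool lay 1.07 above the highest of the others. Red-cell RNA in the Group A pools may contribute, but bta-miR-486 (228489 and 277876 RPM in Group A, 262445 and 319701 in Group D) and bta-miR-92a (79270 and 117678 in Group A, 154854 and 152231 in Group D) did not rise. Their high level in all pools would hide a small share of red-cell RNA, and the test was drawn from these values, so red-cell RNA and a change with clinical stage cannot be told apart.

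bta-miR-1246 is not in S2 Table and the paper does not discuss it. It was higher in Group A than in Group B by 2.70 and than in Group C by 4.08 on the log2 scale. Against Group D it was higher in Group A by 3.52, in both pools, with an adjusted p under 0.05 in 15 of 21 settings and up to 0.174. Its call was lost without Group A replicate 1 (adjusted p = 0.174 in limma) or 2 (0.115) and Group C replicate 1 (0.0623) or 2 (0.0636). No technical explanation was tested for this miRNA alone, and a change with clinical stage stays open, untested.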

How the results depend on the processing

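The DEGES/edgeR procedure and the thinning of reads are tests chosen only after the result was seen.

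Over all alternatives, 206 of the values for a whole comparison stayed within their spread, or within 1.5 times the count, and 101 moved beyond it. For single miRNAs, 367 values stayed, 36 moved, 62 kept their direction and lost the adjusted p under 0.05, and 4 reversed. The cause of a move was not tested unless given here.

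Without a filter on low values, the median absolute log2 fold change was 0.85 in Group B and 0.47 in Group C, and the distances were 31.3 (Groups A and C) and 31.6 (Groups B and C). With a mean of at least 10 RPM, which leaves fewer miRNAs, 36 miRNAs in Group B and 14 in Group C passed the fold limit, 9 candidate ratios passed it, the medians were 0.82 in Group B and 0.44 in Group C, and the distances were 19.1 (Groups A and B), 22.6 (Groups A and C) and 18.1 (Groups B and C). The distance of Group B to Group C minus that to Group A was then -0.91, a reversal. With median-ratio scaling the median of Group B was 0.79, the distance of Groups B and C 27.8, and 5 miRNAs were called in Group B, all 5 DE-miRNAs.

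With limma fold changes, which include miRNAs at 0, 97 miRNAs in Group B and 79 in Group C passed the fold limit, 25 in the same direction in all 3 groups. With 1 added to each group mean these numbers were 109, 76 and 28. A pseudocount of 0.5 gave a median of 1.41 in Group A and distances of 30.9, 33.3 and 35.0 (A and B, A and C, B and C). A pseudocount of 5 shrinks low values and gave medians of 0.82, 0.77 and 0.47 in Groups A, B and C and distances of 19.8, 22.3 and 19.9. Over the 84 miRNAs of S2 Table the median of Group A was 2.08 and the distances were 15.8, 20.3 and 15.9.

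The F test called 8 miRNAs after quantile normalization and 0 without the variance trend (63 at an unadjusted p under 0.05), where 5 were called in Group A, all 5 DE-miRNAs. With only the 2 groups compared, fewer libraries left 0 calls and 0 DE-miRNAs in Group A and 0 and 0 in Group B in limma (102 and 53 at an unadjusted p under 0.05). edgeR called 55 miRNAs in Group A, and in Group B 9, of which 8 were DE-miRNAs. DESeq2 called 60 in Group A, 9 in Group B (9 DE-miRNAs) and 51 in the joint test. DEGES/edgeR called 55 in Group A. Of the 33 DE-miRNAs of Group A, 32 were shared with edgeR, 32 with DESeq2 and 30 with DEGES/edgeR. In Group C all of these gave 0.

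With single pools left out, the number past the fold limit was 87 to 105 in Group A, 48 to 65 in Group B and 26 to 40 in Group C, the number in the same direction in all 3 groups 7 to 14, and the candidate ratios past it 7 to 16. Medians ranged over 1.13 to 1.34, 0.96 to 1.11 and 0.52 to 0.67. Distances ranged over 27.2 to 32.9 (Groups A and B), 29.2 to 33.2 (A and C) and 29.5 to 34.0 (B and C). The distance of Group B to Group C minus that to Group A ranged from -0.86 without Group A replicate 1 to 6.78. The distance of Groups A and C minus that of Groups A and B ranged from -3.75 without Group B replicate 1 to 6.01, and was -0.46 without Group A replicate 1. Calls ranged over 4 to 51 in Group A (DE-miRNAs 4 to 41), 0 to 2 in Group B (0 to 2) and 0 to 41 in the F test. For the differences between infected groups, calls ranged over 0 to 39 (A and C), 0 to 4 (B and C) and 0 to 32 (A and B).

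The shared replicate numbers do not pair the pools, since the correlation of the pools' deviations between groups lay between -0.161 and 0.162. With the replicate number as a block, limma called 37 miRNAs in Group A, 4 in Group B (4 DE-miRNAs), 0 in Group C (8 at an unadjusted p under 0.05) and 32 in the F test, and shared 31 DE-miRNAs of Group A with the fit without it.

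Depth limits the scarce miRNAs most. Of the 345 tested miRNAs, 56, 46 and 35 had 0 reads in Group D only for Groups A, B and C, and 1 read was worth up to 4.04 RPM.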

Differences from the paper's values

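The DEGES/edgeR procedure and the counts at an unadjusted p with the fold limit are tests chosen only after the result was seen.

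For DE-miRNAs in Group A the paper's count is about 93 (Fig 1A), which its text states as an exact number, and 33 were found. In Group B the paper's count is 51, and 2 were found. In Group C the paper's count is 30, and 0 were found with limma (15 at an unadjusted p under 0.05; 0 with edgeR and DESeq2). For the common DE-miRNAs of all disease groups the paper's count is 110, and the joint F test over the 3 comparisons gave 32. The paper's methods define DE-miRNAs by a q value under 0.05, and how its 110 were combined over the groups is not given in the sources used here. None of the alternatives set before the data were examined came within the paper's counts. Over these the counts were 0 to 47 in Group A, 0 to 9 in Group B, 0 in Group C and 0 to 51 in the F test. DEGES/edgeR, chosen after seeing the values, gave 49, 3, 0 and 48.

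Counts without adjustment lay nearer. The fold limit without a test gave 105, 56 and 26 miRNAs in Groups A, B and C, each within 1.5 times the paper's count. An unadjusted p under 0.05 with the fold limit, chosen after seeing the values, gave 63, 43 and 12 in limma, within 1.5 times in Groups A and B, and 63, 48 and 21 without a variance trend, within 1.5 times in all 3 groups. With DEGES/edgeR it gave 76, 15 and 3. Over all settings it ranged over 38 to 76 in Group A (within 1.5 times in 12 of 22), 15 to 52 in Group B (14 of 22) and 2 to 21 in Group C (1 of 22). An unadjusted p under 0.05 in the F test, also counted after seeing the values, gave 77 with limma and with pseudocounts of 0.5 and 5, 74 with all libraries scaled to 1 total, 85 without a filter on low values, 104 without Group B replicate 1, 87 without Group B replicate 2, 79 with edgeR and 87 with DEGES/edgeR, all within 1.5 times the paper's 110. The other 12 of 21 settings gave 53 to 72, further than 1.5 times from it. The paper's methods name a q value under 0.05, so its counts are stated as adjusted ones.

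The paper states that the 8 candidates changed significantly in all groups. limma called 1 of 24 comparisons, bta-miR-346 in Group A (adjusted p = 0.0418), which had an adjusted p under 0.05 in 8 of 20 alternatives and up to 0.201. bta-miR-346 in Group B was called only without a variance trend (adjusted p = 0.0445). bta-miR-374b in Group A was called with a mean of at least 10 RPM (adjusted p = 0.0447), without Group D replicate 1 (0.0432) and by DEGES/edgeR (0.0169), chosen after seeing the values, against up to 0.326 over its alternatives. DEGES/edgeR also called bta-miR-346 over all groups (adjusted p = 0.00795). All 24 fold changes had the direction in Table 1, and the largest difference of a ratio from Table 1 was 0.80.

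The paper states that more miRNAs decreased than increased in every group. Among the called DE-miRNAs, 12 were higher and 21 lower in Group A with limma (9 and 4 without Group A replicate 2), and 1 and 1 in Group B. In Group B edgeR gave 0 higher and 8 lower, DESeq2 1 and 8, median-ratio scaling 1 and 4, no variance trend 2 and 1, and DEGES/edgeR, chosen after seeing the values, 0 and 3. In Group C 0 were called. Past the fold limit without a test, 33 were higher and 23 lower in Group B, and with median-ratio scaling 19 were higher and 39 lower. In Group A 72 were lower and 33 higher, and with limma fold changes 60 and 64. In Group C 14 were lower and 12 higher, and with limma fold changes 30 and 49. Among the S2 Table miRNAs in Group B 13 were lower and 9 higher.

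In the paper's heatmap Group B is the more like Group A, which can be read as nearer than to Group C or nearer than Group C is. Over the 345 tested miRNAs Group B was nearer to Group A (27.2 against 29.5 to Group C), and Groups A and C were 29.2 apart. Over the 70 miRNAs of S2 Table with a ratio in all groups, Group B was nearer to Group C (14.1 against 15.2 to Group A), and Groups A and C were 18.4 apart, while the paper's own values give 12.9 to Group A and 15.1 to Group C. Over the miRNAs of S2 Table with a value in each setting, Group B was nearer to Group A than to Group C with median-ratio scaling (13.2 against 14.9, 70 miRNAs), with limma fold changes (14.3 against 16.7, 84 miRNAs), by a small margin with 1 added to each group mean (15.84 against 15.89, 84 miRNAs), and without Group B replicate 2 (11.1 against 14.2, 63 miRNAs), and nearer to Group C in the other alternatives.

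For the miRNAs of S2 Table past the fold limit, the paper's values give 74, 36 and 20 of 84 in Groups A, B and C, and 66, 22 and 11 were found. Among miRNAs with reads in both groups the paper's values give 68, 32 and 12, which are within 1.5 times. The comparison was restricted to miRNAs with a ratio after the first comparison had been seen, in which Groups B and C differed by more than 1.5 times. DEGES/edgeR fold changes, chosen after seeing the values, gave 68, 36 and 20.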

Other observations

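Of the tests in this part, the red-cell test, the simulations with trended dispersion or with a pool left out and the form of the muscle test were chosen only after the result was seen, and the readings of the scaling, shared-control, counting, red-cell and Group D muscle tests were left open after their values were seen.

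The red-cell list (14 miRNAs, 6 of them in S2 Table) had a median log2 fold change of 1.42 in Group A, 0.72 in Group B and 0.18 in Group C, with 12, 11 and 10 members higher than in Group D and 4 called in Group A. These medians lie at percentiles 99.9, 78.1 and 97.2 of random lists. Percentiles of random lists, here and below, do not measure the spread between pools, and members of a list may vary together. With median-ratio scaling, which lowered the median of all miRNAs in Group B from 0.44 to 0.03, the median of the list in Group B was 0.25. The reference bta-miR-23a had a log2 fold change of 0.01 in Group A, which turned to -0.04 with median-ratio scaling, 0.65 in Group B and -0.46 in Group C. The muscle list (5 of 7 tested, all 5 in S2 Table) had medians of -2.87, -3.58 and 1.35, at percentiles 0.11, 0.02 and 99.99. In Group C 0 members of the muscle list were called. All 3 muscle medians rest on Group D pools that differed by a median of 6.37-fold over the list, with replicate 1 higher in all 5. The liver list (4 miRNAs, all in S2 Table) had -2.73, -0.59 and -0.09 (percentiles 0.33, 1.7 and 50.7). The epithelium list (7 of 8 tested, 6 in S2 Table) had -2.09, 0.31 and -0.24 (percentiles 0.09, 30.2 and 17.2), and its value in Group B turned to -0.08 with median-ratio scaling. In Group A the liver, epithelium and muscle lists fell while bta-miR-23a and the median of all tested miRNAs (0.25) did not, which added red-cell RNA would give only if most other miRNAs are also in red cells, and this was not tested.

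More miRNAs were lower than higher than Group D past the fold limit in Group A (68.6%) and Group C (53.8%), and fewer in Group B (41.1%). With median-ratio scaling the shares were 70.1% in Group A, 67.2% in Group B and 51.9% in Group C. This scaling moves all log2 ratios of a pool alike, so the shares do not test whether an excess of lower miRNAs is real, and in Group A it moved the median log2 ratio only from -0.09 to -0.13. With limma fold changes, which include miRNAs at 0, 48.4% were lower in Group A. The scaling of the libraries and a real excess of lower miRNAs cannot be told apart in any of the 3 groups.

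The 11 miRNAs past the fold limit in the same direction in Groups A, B and C were as many in 3.7% of simulations of unchanged groups with the dispersion of each miRNA, and in 4.7% with dispersions from the trend. Both are under the 5% set for this test. With a pool left out of the data and of the simulations, the share was 24.7% without Group B replicate 2 (7 miRNAs) and 41.1% without Group D replicate 1 (11 miRNAs), and as low as 0.1% without Group C replicate 2 (14 miRNAs). The pools of Group D shared by the 3 comparisons remain a possible explanation for the overlap, beside a change common to the infected groups.

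The 8 candidates have a median percentile of mean abundance of 44.0, and in 7 of them the pools of a group differ by more than 1.5 on the log2(RPM + 1) scale. In Group D, 1 read against 0 already passes that limit, so it adds little to the abundance itself. Counting noise of scarce miRNAs may contribute to their pattern. The counting interval excluded 0 in 21 of 24 comparisons, but the candidates were selected for this pattern in the same libraries. Noise and an effect of infection therefore cannot be told apart from these libraries alone. The paper also measured the 8 candidates by qRT-PCR in individual cows, among them the sequenced ones. It reports significant differences for bta-miR-374b and bta-miR-2887 in Group A, and for bta-miR-147 and bta-miR-346 in Groups B and C. Those measurements were not analysed here.

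For 6 candidates a seed is shown in Fig 5. Positions 2 to 8 of the sequence in Table 1 match it in 4. For bta-miR-363 the figure shows GGGUGGA and the sequence gives UUGCACG, and for bta-miR-655 it shows GAGGUUA and the sequence gives UAAUACA. No explanation was tested for these 2 miRNAs.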
